A study of Homo sapiens with 46 samples.

How the data were processed

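The series holds tracheal aspirates, the fluid suctioned from the airway of intubated patients, from premature neonates with bronchopulmonary dysplasia (BPD), the chronic lung disease of prematurity. Per the labels, 21 samples came from neonates with BPD and pulmonary hypertension (BPD-PH) and 25 from neonates with severe BPD (sBPD). Groups were taken from the sample labels, and all 46 samples were used. No column of the tables belonged to another sample (0 columns). The labels give no batch, no plate and no pairing of samples.

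Per the labels' protocols, RNA was purified with a plasma and serum kit, reverse transcribed with miScript chemistry and measured by SYBR Green quantitative PCR on an array of 1066 human miRNA assays. The deposited Ct table gives a threshold cycle (Ct) per assay and sample, which is a reversed log2 scale on which 1 cycle corresponds to a doubling at full PCR efficiency. It was not normalized. Software, threshold, baseline and plate layout are not stated in the labels. The second deposited table gives a linear fold change per assay and sample, which per the labels was made by the comparative ΔΔCt method after normalization to global means. From the values, the authors' deposited fold changes are relative to a single sBPD sample, since 34036 of 34039 comparable cells were within 0.01 of the Ct difference to that sample plus a single constant per sample. Every one of the 12849 blank Ct cells has a deposited fold change of 0.01. That placeholder also stands in 23 cells that do have a Ct, and 133 cells with a Ct have a fold change below it. For 132 assays with no Ct in the reference sample, the origin of the reference value is not known. The fold changes were therefore used as an alternative and not for the main analysis.

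A miRNA was called detected at a Ct under 35. A blank or a higher Ct was set to 35. Each value was the global mean Ct of the sample minus the Ct, so that higher values mean more miRNA. The global mean was taken over the 86 miRNAs detected in every sample. The 830 miRNAs detected in at least 50% of the samples were tested, a filter that does not use the groups. The 6 small RNA control assays were left out of the normalization and of the miRNA tests. Non-detects set to the limit can alter the fold changes of scarce miRNAs, so other treatments were among the alternatives.

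Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with the Benjamini-Hochberg adjustment over the 830 miRNAs and a threshold of 0.05. Fold changes are BPD-PH minus sBPD on the log2 scale with the standard error (SE) from limma. Single values per sample were compared with two-sided permutation tests of the difference in means (100000 resamples). Detection was compared by Fisher's exact test for miRNAs detected in 10% to 90% of the samples. A candidate list of 25 miRNAs discussed in BPD or pulmonary hypertension, and sets for red blood cell, myeloid, epithelial and ciliated cell markers, the miR-17-92 and paralogue clusters, the let-7 family and the chromosome 19 and chromosome 14 clusters, were tested with camera (preset correlation 0.01) and fry, where at least 3 members were tested. List names were matched to assays by exact name or by the name without its arm. Whole profiles were compared by the share of the summed squared distances explained by group (99999 permutations). Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

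The tests, lists, filters and most alternatives were fixed before the data were examined. So was the rule for the miRNAs named. With no adjusted p under 0.05, the 3 miRNAs with the lowest unadjusted p in each direction were named, with any candidate at an unadjusted p under 0.05 and the 5 miRNAs with the lowest mean Ct. Alternatives covered the normalization, the detection limit (Ct 33 and 38), the treatment of non-detects, the filter, the model, the test, and leaving out each sample in turn. A sample-order covariate, a normalization by stretches of the table, older assay names, an estimated correlation in camera for the candidate list, values at Ct 16 as non-detects and other limits for the control assays were added after seeing the data.

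The procedure was tested on simulated data with 1034 tested assays and independent noise. It called 26.2% of the assays changed by 1 on the log2 scale, 83.9% of those changed by 2 and 100% of those changed by 3, and 7 of 855 unchanged assays. The median estimates were 0.81, 1.71 and 2.58, lower than the simulated changes. That of the unchanged assays was -0.15, also lower than the simulated 0. Real miRNAs vary together, which the simulation did not include. Technical replicates and amplification efficiencies are not given in the tables used here, so the precision rests on the number of samples.

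The tables name mature miRNAs and no genome build, so no coordinates are given. Of the 1066 assay names, 1052 matched a miRNA gene in the RefSeq annotation of GRCh38.p14. Of 1035 pairs of samples, 1 pair shared 1 identical Ct, so no column was a copy of another. After removal of each pair's median Ct difference, the smallest median absolute difference was 0.48 cycles, against a median of 1.44 over pairs. All samples were counted as separate, although the Ct values cannot show whether 2 samples came from 1 neonate.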

Results

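MicroRNAs were measured in tracheal aspirates of premature neonates to compare BPD with pulmonary hypertension (BPD-PH, 21 samples) with severe BPD (sBPD, 25 samples). Of the 49036 combinations of miRNA assay and sample, 12849 (26.2%) had no Ct. The Ct values ran from 16 to just under 36, and 5 of them were exactly 16. Each of the 1066 miRNAs was detected, at a Ct under 35, in at least 1 sample. In every sample 86 were detected, and 271 were detected in at least 90% of the samples. The number detected in a sample ranged from 294 to 1037, with a median of 763.5.

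The first question was whether RNA yield or assay success differed between the groups, since this would bear on every later comparison. Per sample, 733.3 ± 185 miRNAs (SD, n = 21) were detected in BPD-PH and 746.8 ± 198 (SD, n = 25) in sBPD. The difference of -13.4 miRNAs was far smaller than the spread between samples (permutation test, p = 0.815). It moved most, to 12.0, when 3 samples with fewer than 50% of the median number of detected miRNAs were left out. The mean raw Ct of the 86 normalizing miRNAs was 28.8 ± 1.01 cycles (SD, n = 21) in BPD-PH and 28.5 ± 1.17 cycles (SD, n = 25) in sBPD, a difference of 0.277 cycles (permutation test, p = 0.399). The mean Ct over the miRNAs each sample had detected was 31.1 ± 0.764 cycles in BPD-PH and 30.9 ± 0.766 cycles in sBPD (permutation test, p = 0.485). None of the 6 small RNA controls differed between the groups, with an adjusted permutation p of 0.921 for each and unadjusted values from 0.419 to 0.921. The largest difference among them was 0.57 cycles, for SNORD68. SNORD72 was detected in 8 of 21 BPD-PH and 9 of 25 sBPD samples, and the direction of its small difference of 0.03 cycles depended on the Ct limit.

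**Figure D1:**
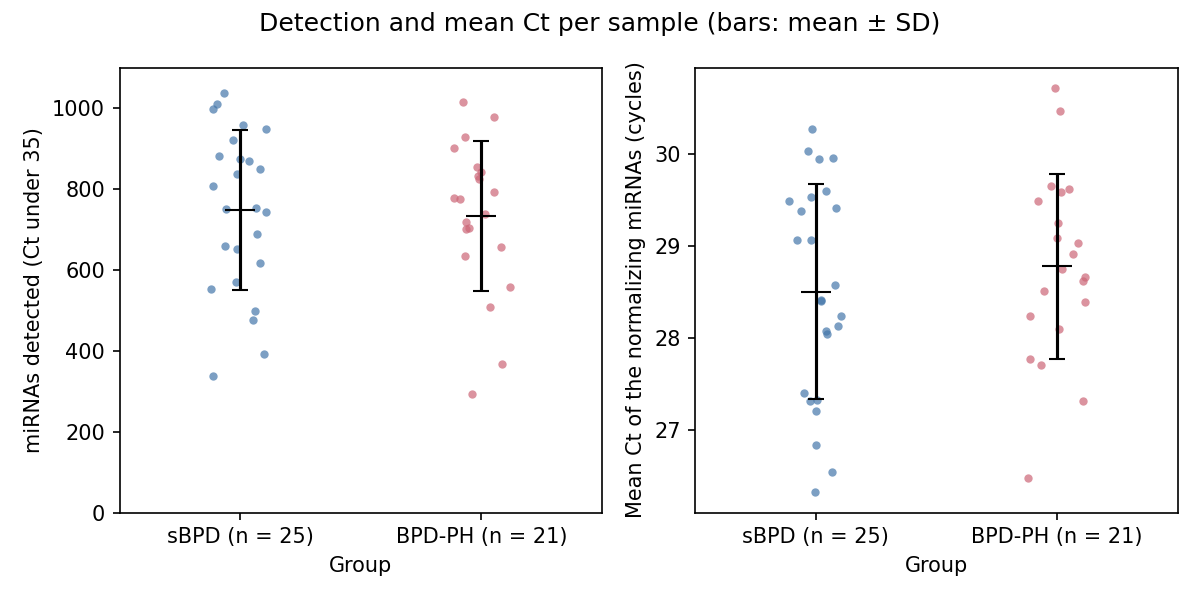
Number of miRNAs detected at a Ct under 35 (left) and mean Ct in cycles of the 86 normalizing miRNAs (right), with 1 point per sample and bars for the mean ± SD in sBPD (n = 25) and BPD-PH (n = 21). The groups overlap over nearly their whole range in both plots, with permutation p-values of 0.815 and 0.399.

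The main comparison asked which miRNAs differed in abundance between BPD-PH and sBPD. No miRNA (0 of 830) had an adjusted p under 0.05 in limma, and the smallest adjusted p was 0.9998. At an unadjusted p under 0.05 there were 12 miRNAs, of which 10 were higher and 2 lower in BPD-PH. On average 41.5 of 830 would fall there if no miRNA differed. The count moved most with the 6 small RNA controls as reference, to 1. The split between higher and lower depended on the scaling. It was 5 higher of 9 with the mean over each sample's own detected miRNAs, 5 of 10 with the median, 8 of 14 with quantile normalization, 7 of 11 with the mean over all assays, 3 of 5 with the authors' deposited fold changes and 0 of 1 with the controls. Over all tested miRNAs, 470 were higher and 360 lower, with a median log2 fold change of 0.06. That median was between -0.09 and 0.00 under these other scalings.

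The size of the differences was bounded only loosely. The median SE of a log2 fold change was 0.444 and the median SD of a miRNA over samples was 1.497. The 95% interval lay within 1 log2 unit of 0 for 262 of the 830 miRNAs and within 2 units for 777. An absolute log2 fold change of at least 1 was found for 11 miRNAs, 10 of them higher in BPD-PH. For the other miRNAs, differences larger than these limits were not excluded. The intervals apply to values with non-detects set to the detection limit, which can make both the fold change and its SE smaller. For example, the SE of miR-376a was 0.282, with detection in 13 of 21 BPD-PH and 15 of 25 sBPD samples. For scarce miRNAs the counts therefore do not exclude larger differences in abundance.

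**Figure D2:**
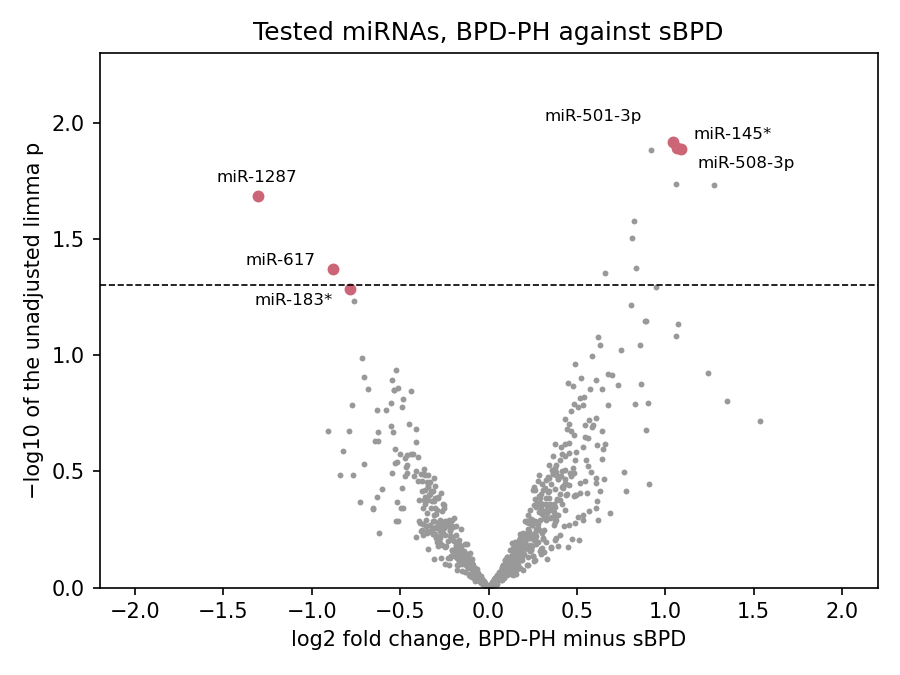
The log2 fold change (BPD-PH minus sBPD, x axis) against the −log10 of the unadjusted limma p (y axis) for the 830 tested miRNAs, with 1 point per miRNA, the named ones with the lowest p in red and a dashed line at an unadjusted p of 0.05. There are 12 miRNAs above the line and none has an adjusted p under 0.05.

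The 3 miRNAs with the lowest unadjusted p among those higher in BPD-PH were miR-501-3p, miR-145* and miR-508-3p, all scarce. The normalized level of miR-501-3p was -3.62 ± 1.49 (SD, n = 21) in BPD-PH and -4.66 ± 1.20 (SD, n = 25) in sBPD, a log2 fold change of 1.04 ± 0.40 (SE, limma p = 0.0121). For miR-145*, detected in 12 of 21 BPD-PH and 11 of 25 sBPD samples, the log2 fold change was 1.07 ± 0.41 (SE, limma p = 0.0128). For miR-508-3p it was 1.09 ± 0.42 (SE, limma p = 0.0130), with detection in 13 samples of each group. Among those lower in BPD-PH, miR-1287 fell by 1.31 ± 0.55 (SE, limma p = 0.0207) on the log2 scale. It was detected in every sample, was below the sBPD median in 16 of 21 BPD-PH samples and is itself part of the normalizing set. The next were miR-617, with a log2 fold change of -0.88 ± 0.42 (SE, limma p = 0.0425), and miR-183*, with -0.78 ± 0.39 (SE, limma p = 0.0517). The adjusted p was 0.9998 for each of these 6 miRNAs. A non-detect was set to the limit before normalization, so its level was higher in a sample with a higher mean Ct. Among BPD-PH samples above the sBPD median, 2 of 18 for miR-501-3p, 4 of 15 for miR-145* and 5 of 17 for miR-508-3p were non-detects. The increases were 0.92, 0.66 and 0.66 with a floor set after normalization and 0.95, 1.40 and 1.22 with non-detects missing. Their size therefore depended on the treatment of non-detects.

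The miRNA assays with the lowest mean Ct also showed no difference. Without amplification efficiencies, a low Ct need not mean the highest abundance. The lowest mean Ct values were 21.9 cycles for miR-1280, 23.0 for miR-1260, 24.1 for miR-720, 24.2 for miR-21 and 24.9 for miR-223. Their log2 fold changes were -0.28 ± 0.59 (SE), -0.13 ± 0.50, -0.35 ± 0.61, 0.05 ± 0.94 and -0.62 ± 1.12, with unadjusted limma p-values of 0.643, 0.801, 0.570, 0.961 and 0.582 and adjusted values of 0.9998. The direction of the first 4 changed under some alternatives. The SD of miR-223 was 4.51 in BPD-PH and 3.54 in sBPD, the widest spread among the named miRNAs. No gene named for miR-1280 or miR-720 was found in the RefSeq annotation of GRCh38.p14, so what these assays measure stays open. The assays for miR-1280 and miR-1260 are part of the normalizing set.

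**Figure D3:**
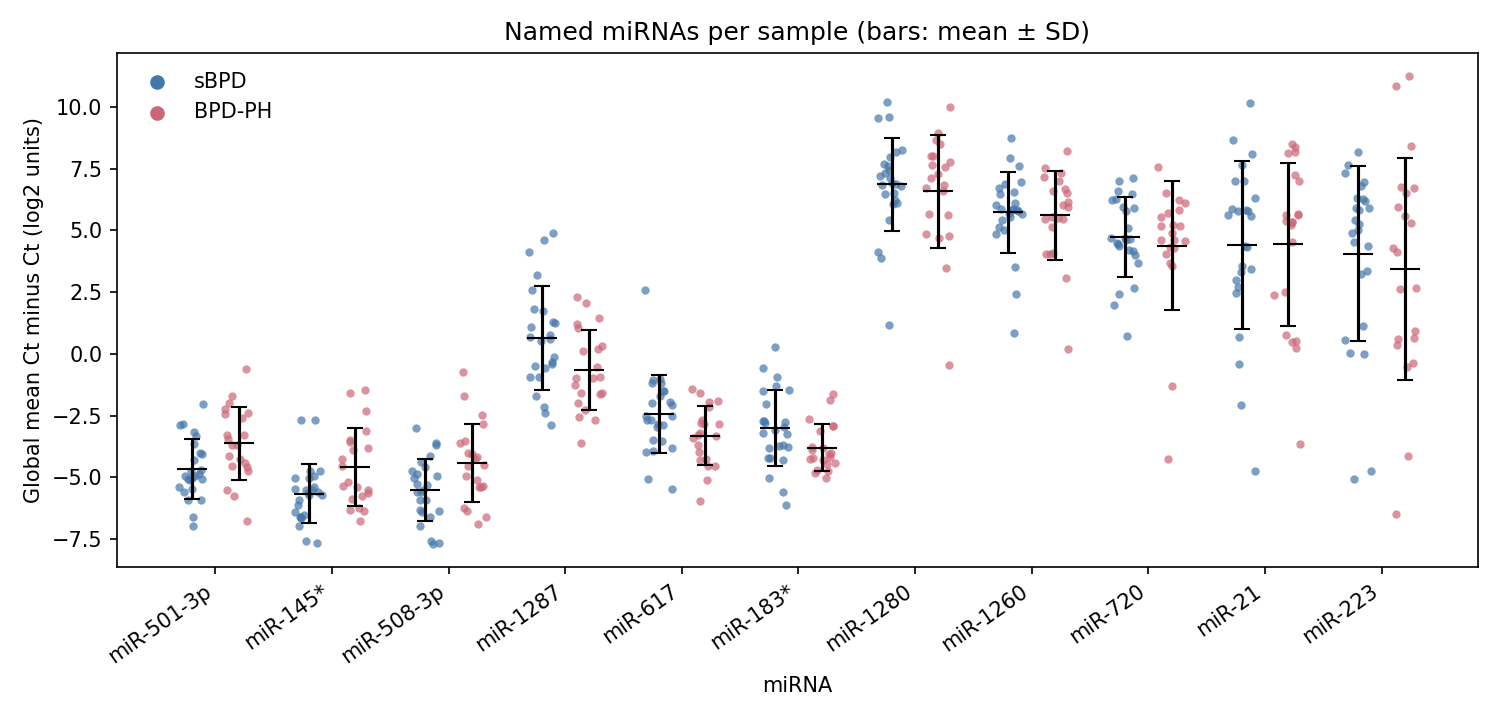
Normalized level (global mean Ct minus Ct, in log2 units, y axis) of the 11 named miRNAs (x axis) in each sBPD (blue, n = 25) and BPD-PH (red, n = 21) sample, with bars for the mean ± SD. The groups overlap for every one, and the adjusted limma p is 0.9998 for each.

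The question for the candidate list was whether miRNAs discussed in BPD or pulmonary hypertension differed here. Of the 25 names, 21 had a matching assay and 20 were tested. None had an unadjusted p under 0.05 (0 of 20), and 0 were called either over all tested miRNAs or adjusted over the list alone. In 7 of 21 alternatives 1 candidate, miR-204, had an unadjusted p under 0.05, and in 17 of 46 leave-one-out fits 1 did (miR-204 in 13 and miR-155 in 4), with 0 called after either adjustment. The lowest p was 0.0586 for miR-204, with a log2 fold change of -0.76 ± 0.39 (SE), an adjusted p of 0.830 adjusted over the list alone and 0.9998 over all tested miRNAs. The largest increase was that of miR-155, 1.06 ± 0.60 (SE, limma p = 0.0830). In the list 16 miRNAs were higher and 4 lower in BPD-PH, with a median log2 fold change of 0.22, and the list did not stand apart as a set (camera p = 0.199, fry p = 0.541). The alternative that moved the median most was the authors' deposited fold changes, with -0.03 (camera p = 0.464). With separate global means for 3 stretches of the table it was -0.01 (camera p = 0.966), and with a Ct limit of 33 it was 0.44 (camera p = 0.00851). The camera p also fell under 0.05 when any of 3 single samples was left out, to 0.0493, 0.0357 and 0.0346. These camera p-values rest on the preset correlation of 0.01. With the correlation estimated from all samples the camera p of the list was 0.575. With older assay names matched, at the preset correlation, it was 0.246.

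**Figure D4:**
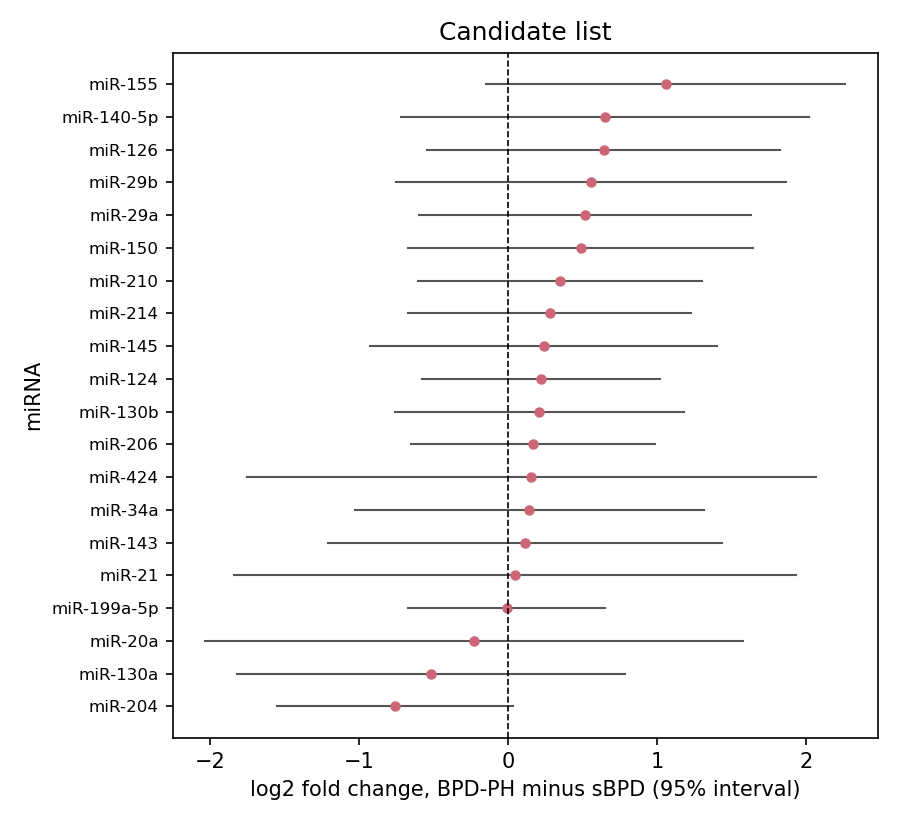
The log2 fold change (BPD-PH minus sBPD, x axis) of the 20 tested miRNAs of the candidate list (y axis), with points for the estimate and lines for the 95% interval from limma. All 20 intervals include 0, the narrowest margin being that of miR-204.

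Of the 9 miRNA sets tested, the candidate list included, 0 were called by camera or by fry. The lowest camera p was that of the chromosome 19 cluster, with a median log2 fold change of 0.24 and 13 of 15 members higher in BPD-PH (camera p = 0.0431, adjusted p = 0.388, fry p = 0.326). It was called in 1 alternative, with miRNAs detected in at least 20% of the samples, at an adjusted camera p of 0.0146. With the correlation estimated instead of preset, the camera p of the cluster was 0.304. The cell marker sets had median log2 fold changes of 0.16 (red blood cell, camera p = 0.942), 0.39 (myeloid, camera p = 0.780), 0.26 (epithelial, camera p = 0.353) and -0.07 (ciliated cell, camera p = 0.512). By the name rule, the assay miR-451 was left out of the red blood cell set and the assay miR-203 out of the epithelial set. The median log2 fold changes of the miR-17-92 and paralogue clusters, the let-7 family and the chromosome 14 cluster were 0.36, 0.25 and 0.09, with camera p-values of 0.185, 0.353 and 0.996.

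Presence or absence gave no difference either. Among 780 miRNAs detected in 10% to 90% of the samples, 0 differed in detection by Fisher's exact test after adjustment, and the smallest adjusted p was 1. At an unadjusted p under 0.05 there were 4. These were named after their values were seen. The miRNA miR-3127-5p was detected in 21 of 21 BPD-PH and 19 of 25 sBPD samples (exact p = 0.0247), whereas miR-1185 (1 of 21 and 8 of 25, exact p = 0.0274), miR-138-2* (11 of 21 and 21 of 25, exact p = 0.0274) and miR-153 (2 of 21 and 9 of 25, exact p = 0.0449) were detected more often in sBPD. The count at an unadjusted p under 0.05 was 10 with a Ct limit of 33.

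As whole profiles the groups were not distinguishable. Group explained 1.06% of the summed squared distances between samples (permutation test, p = 0.945), whereas the first principal component held 35.3% of the variance and the second 19.1%. The distance of a sample to the centroid of its own group, scaled by the number of miRNAs, was 1.73 ± 0.359 (SD, n = 21) in BPD-PH and 1.62 ± 0.368 (SD, n = 25) in sBPD, so the spread did not differ either (permutation test, p = 0.347).

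Samples with neighbouring sample names had similar profiles, so the comparison was repeated within 4 blocks of that order, which the labels do not describe as batches. The blocks held 6, 5, 6 and 4 BPD-PH and 6, 6, 5 and 8 sBPD samples. In limma, 0 miRNAs were called within each block, with smallest adjusted p-values of 0.948, 0.241, 0.999 and 0.998. At an unadjusted p under 0.05 there were 11, 80, 12 and 8 miRNAs. With the block as a covariate over all samples, 0 miRNAs were called and 17 had an unadjusted p under 0.05.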

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

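The count of 0 miRNAs with an adjusted p under 0.05 held in all 21 alternatives and in all 46 fits that each left out one sample, with smallest adjusted p-values of 0.993 and 0.995. The number at an unadjusted p under 0.05 was 1 with the small RNA controls as reference, 5 with the authors' deposited fold changes, 19 with non-detects as missing and 4 with miRNAs detected in 80% of the samples, where fewer miRNAs were tested. It was within 1.5 times the reported 12 in the other 17 alternatives and ran from 8 to 16 over the leave-one-out fits. The overall profile and the spread between samples stayed above a p of 0.05 in 11 alternatives, in which the difference in spread kept its direction, with p-values from 0.817 to 0.976 and from 0.224 to 0.807. The count of miRNAs with different detection was 0 in 3 alternatives and 46 leave-one-out fits, with 4 at an unadjusted p under 0.05 in the reported test 2 to 10 in the alternatives and 1 to 8 over the leave-one-out fits, where leaving out a single sample moved it by more than 1.5 times in 9 of 46.

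The candidate list reversed with the authors' deposited fold changes (median log2 fold change -0.0279, camera p = 0.464) and with the global mean within 3 stretches of the table (-0.0125, p = 0.966). It passed 0.05 with a Ct limit of 33 (0.442, p = 0.00851). The cause was not tested. Over 18 alternatives the camera p of the list ran from 0.00851 to 0.966, and it was 0.575 with the correlation estimated instead of preset. Over the leave-one-out fits the median ran from 0.123 to 0.382. It passed 0.05 without one sBPD sample (0.296, p = 0.0493) and without either of 2 BPD-PH samples (0.382, p = 0.0357, and 0.220, p = 0.0346). Of the miRNA sets, 1 was called with miRNAs detected in 20% of the samples, against 0 in the other 12 alternatives. The chromosome 19 cluster had a camera p under 0.05 in the reported test, and lost it in 8 of 12 alternatives, where it ran up to 0.494.

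The difference in detected miRNAs per sample became 11.96 without the 3 samples with few detected miRNAs, 2 of which were BPD-PH, and ran from -30.5 to 8.54 over the leave-one-out fits. It turned positive without either of 2 BPD-PH samples (4.94 and 8.54). The difference in SNORD72 became -0.0662 with a Ct limit of 33 and -0.250 with 38.

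The small fold change of miR-21 reversed in 10 of 21 alternatives. It was -0.0718 with the mean of each sample's own detected miRNAs, -0.0505 with the mean over all assays, -0.0659 with the median, -0.114 with quantile normalization, -0.101 with the controls, -0.108 with the authors' deposited fold changes, -0.334 with non-detects missing, -0.127 without the samples with few detected miRNAs, -0.244 with the sample order block and -0.183 with the 3 stretches. It ran from -0.293 to 0.452 over the leave-one-out fits. For miR-720 it was 0.0862 with non-detects missing and 0.176 with sample quality weights. The weights also gave 0.205 for miR-1280 and 0.243 for miR-1260, and the 3 stretches gave 0.0333 for miR-1260. Over the leave-one-out fits, miR-1280 ran from -0.521 to 0.0748, miR-1260 from -0.335 to 0.145 and miR-720 from -0.522 to 0.0943. The cause was not tested. The other 7 named miRNAs kept their direction wherever they were tested, but not their size. With the floor after normalization the log2 fold changes of miR-145* and miR-508-3p were 0.66 each. With the authors' deposited fold changes that of miR-145* was 2.26 and that of miR-501-3p 1.80. Over the alternatives miR-501-3p ran from 0.74 to 1.80, miR-145* from 0.66 to 2.26 and miR-508-3p from 0.66 to 1.31. Because miR-145* was detected in exactly 23 of the 46 samples, it left the tested set in 23 leave-one-out fits.

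No paired analysis was possible because the groups share no sample numbers. Camera needs complete values, so sets, the profile and the camera test of the candidate list were not run with non-detects missing. Single candidates were tested there. The camera test of the list was not rerun for the moderated fit with trend, the weights, the rank-sum test or values at Ct 16 as non-detects. Sets and the profile were not rerun for these either. They were also not rerun with the mean over all assays, the controls, the floor after normalization, no filter or the number of detected miRNAs as covariate.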

Other observations

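The tests of steps along the table were chosen after the pattern was seen, as were the second comparison for the high-numbered assays and the one that left out the same sample for all miRNAs. The other tests were stated beforehand, although the order of samples and the assays with the lowest Ct had already been looked at.

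Random regrouping gave as much difference as the diagnosis. Of 100 splits of the 46 samples into groups of the same sizes, the real one included, 79 gave 12 or more miRNAs at an unadjusted p under 0.05. The count over these splits ran from 4 to 182 with a median of 18.5. The 41.5 expected with no difference is an average, and the median of such widely spread counts can lie below it. All 100 splits gave at least 0 calls at an adjusted p under 0.05, which a count of 0 cannot fail to reach, and only 2 splits gave any. For the sets, 87 of 100 splits gave a smallest camera p as low as 0.0431, so the nominal p of the chromosome 19 cluster carries little weight. The splits did not keep the blocks of sample order balanced, so they can also pick up differences along that order. With the block as a covariate the camera p of the cluster was 0.0332, and the smallest adjusted p of the sets was 0.299. The cluster lost its camera p under 0.05 in 8 of 12 alternatives. For detection, 93 of 100 splits gave 4 or more miRNAs at an unadjusted p under 0.05.

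Sample order explained far more than diagnosis. The mean distance between samples with consecutive names was 0.776 times the mean over all pairs, and no random order of 9999 came as low (p = 0.0001, the smallest they can give). The 4 blocks of the order explained 29.5% of the variance, against 1.06% for diagnosis. In these blocks the number of detected miRNAs was 810.6 ± 79.3 (SD, n = 12), 772.1 ± 133 (n = 11), 607.1 ± 171 (n = 11) and 764.3 ± 272 (n = 12). The level of miR-223 was 4.93 ± 1.47, 7.45 ± 2.17, 1.48 ± 3.95 and 1.33 ± 4.17. The tables argue against diagnosis as the cause, since the ratio was 0.774 after regressing it out. They also argue against the number of detected miRNAs as the whole cause (0.837) and against leukocyte content as the whole cause, measured by the tested myeloid markers miR-223, miR-142-3p and miR-142-5p (0.885), each with a permutation p of 0.0001. With all 3 removed it was 0.914 (p = 0.0001). The ratio moved towards 1 with the number of detected miRNAs and with the myeloid markers, so these may account for part, whereas it was 0.774 against 0.776 with diagnosis. Collection or assay batch and differences between the neonates stay open, because the labels give neither. Each block held samples of both groups.

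Whether the offset of a sample changes along the table of assays was also examined. With separate means for 3 stretches bounded at positions 372 and 744, which is what plates of 372 assays would give, 18.3% of the variance was explained. Only 3 of 2485 pairs of boundaries explained as much, that pair included, although neighbouring pairs are not independent (median 14.9%, highest 18.5%). The means of the stretches also hold the overall level of each sample, whose own share was not computed. The 18.3% is therefore not the share due to changes along the table. The step between the 30 tested assays before and after a position gave no clear support for these borders. Its SD over samples, the highest within 2 positions, was 0.724 at the first border and 0.674 at the second, against a median of 0.404. Taken the same way, 36 and 60 of all 771 positions had a step as large. Larger steps than at either border lay at positions 180 (0.833), 356 (0.764), 612 (0.752) and 691 (0.853), so the step did not peak at the first border and was exceeded in other parts of the table. Among assays numbered over 1000 alone, the step at the second border was 0.705, with 10 of 218 positions as large and the largest, 0.764, at position 652. Neighbouring positions are not independent, so this does not exclude a change from older to newer miRNA numbers. Plates and numbering cannot be told apart from other structure along the table, because the plate layout is not stated in the labels and the steps are not specific to the borders. Normalizing within the 3 stretches left 0 miRNAs called and 14 at an unadjusted p under 0.05. No biological explanation was tested.

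Assays with high miRNA numbers were more frequent among those detected in every sample: 41 of 361 numbered over 1000 (11.4%) against 45 of 705 others (6.38%), a difference that was not tested. If they amplified something unrelated to the RNA input, their mean Ct should not follow that of the let-7 assays. The slope was 0.0952 (95% bootstrap interval -0.126 to 0.251). The test turned out not to separate the explanations, because the 42 low-numbered assays detected in every sample, let-7 left out, had a similar slope of 0.130 (0.00771 to 0.251). Of 3 relations over the 46 samples, high-numbered on let-7 gave r = 0.142 (permutation p = 0.346, adjusted 0.346) and rho = 0.040 (p = 0.794, adjusted 0.794), and low-numbered on let-7 gave r = 0.258 (p = 0.0838, adjusted 0.126) and rho = 0.276 (p = 0.0641, adjusted 0.0961). High-numbered on low-numbered gave r = 0.771 and rho = 0.758 (each p = 1e-05, the smallest 100000 permutations can give, adjusted 3e-05), with a slope of 1.03 (0.743 to 1.29). Without the 2 samples farthest from the median the 3 values of r were -0.024, 0.205 and 0.792, and with the order blocks as terms the slopes were 0.188, 0.219 and 1.08. Nonspecific amplification and real miRNA cannot be told apart here, because a shift shared by a whole sample moves both kinds of assay. A practical point is that the global mean rests on assays that follow let-7 weakly, and let-7 itself varied more (SD 2.04 cycles) than the high-numbered (1.37) and the low-numbered assays (1.03).

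In the authors' deposited table, 95 of the 830 tested miRNAs differed by 2-fold or more in the arithmetic mean between the groups, 61 higher and 34 lower in BPD-PH. Leaving out the sample with the highest value of each miRNA brought 76 of the 95 under 2-fold and put 13 on the opposite side. These miRNAs had been chosen for a large ratio of means, so a drop was built in, and the count does not decide whether single extreme samples produced the ratios. Leaving out the same sample for all miRNAs brought a median of 4 under 2-fold, with a range from 0 to 20 over the 46 samples. On the log2 scale 20 of the 95 went in the opposite direction and 18 were also at 2-fold or more. In limma on the Ct values 8 of the 95 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05. The explanation stays open. The 0.01 placeholder also enters the log2 means.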
